A study of Mus musculus with 21 samples. Its data were reported in "Correction of dysregulated lipid metabolism normalizes gene expression in oligodendrocytes and prolongs lifespan in female poly-GA C9orf72 mice" (2025).

How the data were processed

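Bulk RNA from the cortex and the hippocampus of GA-Camk2a mice and control mice was measured with prime-seq, a bulk RNA-seq protocol that reads the 3' ends of polyadenylated transcripts after early barcoding and pooling of the libraries. GA-Camk2a mice express the poly-GA dipeptide repeat protein of C9orf72 ALS in excitatory neurons through a Camk2a-Cre driver. Per the labels, the mice were 30 to 40 weeks old. The 21 libraries came from 11 mice, 5 controls and 6 GA-Camk2a mice, and 10 of the mice gave a library from each tissue. Groups, mouse numbers and the batch of each library were taken from the sample labels.

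The authors demultiplexed the reads and counted them per gene with zUMIs on the mouse genome GRCm39, to which a GFP sequence had been added. The deposited values are whole-number counts per gene and library, not normalized. Whether the authors counted unique molecular identifiers or reads, which annotation release was used, whether intronic reads were included and whether strand was used are not stated in the sources read here. Counts of genes that overlap another gene or share near-identical sequence with one, such as H2-D1, H2-K1 and C4b, are therefore uncertain. If the counts are reads, counting error alone understates the technical error.

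The table held 64362 rows, 64361 genes identified by Ensembl number and the GFP row. The GFP row stayed out of library sizes and tests. Gene symbols were taken from a GENCODE annotation of the GRCm38 build, matched on the Ensembl number. A symbol was found for 43308 rows, which held 96.1% of all counts. Because the builds differ, no coordinates are given. No library was left out, and 0 count columns were unused.

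Total counts per library ranged from 1048201 to 5888102 with a median of 1975173. Hippocampus controls had the highest average depth, so low genes were measured with less precision in the other groups. An alternative with counts thinned to the smallest library measured what this difference does. Replicates were compared over genes with at least 20 summed counts. The chi-square per degree of freedom of the 46 pairs of libraries within groups ranged from 2.10 to 15.1 and 0 pairs were identical, so every library was kept as a separate replicate.

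Genotype effects were tested per tissue with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the filterByExpr filter with a minimum count of 10, the quasi-likelihood F-test and batch as a covariate. The study's methods name DESeq2 without covariates. The batch of the labels was spread over both genotypes and was added as a term. The difference between the genotype effects of the tissues was tested as an interaction contrast over all 21 libraries. Hippocampus and cortex were also compared in the 9 control libraries. P-values were adjusted with the Benjamini-Hochberg method and the threshold was an adjusted p of 0.05. Adjusted p-values of single genes come from edgeR unless another tool is named.

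Scores of gene lists were the mean log2 CPM, with a prior count of 2, of the listed genes that passed the filter. Group differences in scores were tested with exact two-sided permutation tests over the libraries of a tissue. The 462 splits of the cortex libraries allow a smallest p of 0.00433 and the 210 splits of the hippocampus libraries a smallest p of 0.00952. The 12 tests of the 6 scored lists were adjusted together. These lists hold genes that the study plots: disease-associated oligodendrocytes (DOL), cholesterol biosynthesis, cholesterol export, transport and storage, myelin, and the myelin-DAM and amyloid-DAM lists of disease-associated microglia. Cholesterol regulation and cholesterol oxidation were scored outside that family. Marker lists for microglia, astrocytes, oligodendrocytes, oligodendrocyte precursors (OPC), excitatory neurons, inhibitory neurons, endothelium, choroid plexus, blood, neuroblasts, CA2 neurons, striatum, thalamus, hippocampus, cortex, interferon response and activity genes gave 34 tests, adjusted together. The design, the lists, the processing alternatives and the rule for naming genes were fixed before the data were examined. The study plots the DOL and cholesterol genes for these same samples. Whether the samples played a part in choosing the plotted genes is not stated. Counts adjusted over the list alone are therefore not treated as independent evidence.

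Genes named in the text were 17 genes that the study plots for this mouse line, members of the lists, and per tissue the 5 largest rises and the 5 largest falls. For the last of these, a gene had to pass the threshold, have an average log2 CPM of at least 3, and have every library of the higher group above every library of the lower group. The 3 genes with the lowest adjusted p of the interaction test, the sex-linked genes and the GFP row were named as well. A few other genes were named after their values were seen, and this is stated where they appear. Results of a few single genes that these rules would name are not reported here, although the genes stayed in all fits, adjustments and scores.

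The alternatives were DESeq2 1.42.0, limma 3.58.1 (voom with quality weights, and the fry set test), RLE and upper quartile normalization, no filter, a stricter filter at a mean of 5 CPM, no batch term, each batch on its own, thinning, a sex-linked covariate, 1 fit over all libraries, prior counts of 0.5 and 5, mean z-scores, permutation within batch, mouse as replicate block and each replicate left out in turn. DESeq2 without the batch term, and a choroid plexus covariate in the hippocampus, were added after the data had been seen.

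Mouse numbers pair the libraries, since the number in the label is that of the animal. The block for mouse was checked over 13233 genes. Deviations from the group means correlated between the libraries of the same mouse with a median of 0.00469 over the 10 mice, from -0.13 to 0.22, and 4 of the 10 pairs were over 0.1. Libraries of different mice of the same genotype had a median of -0.01 over 42 pairs. The fit with mouse as block gave 70 genes for the interaction and 2002 genes for the tissue difference in controls.

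The edgeR tests of the 4 comparisons and the exact permutation test of 5 against 6 libraries were tested on simulated data before use. Other tests, among them the permutation of 4 against 6 libraries and the permutations over mice, were not simulated. Counts were drawn for the real genes with 200 genes changed by 1.5 on the log2 scale. The cortex test recovered 88.0% of these among 13058 genes, the hippocampus test 91.0% among 14884, the interaction test 72.0% among 14751 and the control tissue test 92.5% among 14435. No recovered gene had the wrong direction. False calls made up 8.33%, 8.54%, 7.10% and 7.50% of the calls, which is above the nominal 5%. The permutation test of 5 against 6 libraries fell under the threshold in 4.67% of 300 simulations without a shift and in 99% of 100 simulations with a shift of 3 SD.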

Results

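To ask whether neuronal poly-GA changes DOL marker genes and cholesterol genes, prime-seq libraries were compared between GA-Camk2a mice and control mice at the age of 30 to 40 weeks. The cortex was represented by 5 control and 6 GA-Camk2a libraries, the hippocampus by 4 control and 6 GA-Camk2a libraries. Total counts ranged from 1048201 to 3609323 in cortex controls, from 1112553 to 2857816 in GA-Camk2a cortex, from 1754999 to 5888102 in hippocampus controls and from 1361268 to 3348378 in GA-Camk2a hippocampus. No difference in total counts between the genotypes was detected (exact permutation test, p = 0.762 in cortex and p = 0.114 in hippocampus). In hippocampus the mean was 3777210 in controls and 2179730 in GA-Camk2a mice, so a difference in depth there is not excluded. Between 25030 and 40770 genes were detected per library. Mitochondrial transcripts took 12.2% ± 0.847 (SD, n = 6) of the counts in GA-Camk2a hippocampus and 13.3% ± 0.433 (SD, n = 4) in controls (exact permutation test, p = 0.0381). In cortex these shares were 13.1% ± 0.798 (SD, n = 6) and 13.6% ± 1.33 (SD, n = 5), with no difference (exact permutation test, p = 0.498).

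Library batch and genotype both shaped the profiles. The first principal component held 28.1% of the variance in cortex and 25.6% in hippocampus and separated the batches (exact permutation test, p = 0.00606 and p = 0.00794) but not the genotypes (p = 0.377 and p = 0.848). The second component held 22.0% and 23.5% of the variance and separated the genotypes (exact permutation test, p = 0.00433 and p = 0.00952, the smallest values these designs allow). The batch term itself passed the threshold for 332 of 13058 genes in cortex and for 238 of 14884 genes in hippocampus. Both genotypes were present in both batches, in cortex with 3 control and 4 GA-Camk2a libraries in batch 1 and 2 of each in batch 2, and in hippocampus with 2 control and 3 GA-Camk2a libraries in each batch. In cortex batch 2, Xist counts exceeded the Y-linked counts in both GA-Camk2a libraries and in neither control. Cortex values from that batch alone cannot separate genotype from this difference.

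As a check of the tissue labels, hippocampus and cortex were compared in control mice. Of 14435 genes tested, 2351 differed (edgeR, adjusted p under 0.05), 1254 higher and 1097 lower in hippocampus. The hippocampal markers Prox1, C1ql2, Fibcd1, Spink8 and Zbtb20 were higher in hippocampus by 2.06 to 3.17 on the log2 scale. The cortical markers Cux2 and Tbr1 were lower, by -1.40 and -1.21, whereas Rorb did not differ (1.01, adjusted p = 0.228) and Fezf2 was higher (0.50, adjusted p = 0.0338). The count was 1395 with thinning to the smallest library and 3416 with limma-voom and quality weights, the lowest and the highest over the 10 alternatives that kept all libraries.

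The genotype comparison in cortex gave 1635 of 13058 genes with an adjusted p under 0.05, 829 higher and 806 lower in GA-Camk2a mice, or 50.7% higher, against 57.8% with upper quartile normalization. The log2 fold change was beyond 1 for 248 of these, 195 higher and 53 lower. In hippocampus, 1628 of 14884 genes passed, 740 higher and 888 lower, and 322 had a log2 fold change beyond 1, 271 higher and 51 lower. At an unadjusted p under 0.05 the counts were 3388 and 3682. The counts depended on single libraries: 1038 genes passed in cortex without control 31, and in hippocampus 1038 passed without control 31 and 1082 without control 20. Within batches, cortex gave 876 genes in batch 1 and 230 in batch 2, and hippocampus gave 115 in batch 1 and 681 in batch 2. The cortex count moved most with batch 2 alone and the hippocampus count with batch 1 alone, each with fewer libraries.

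Among 17 DOL and cholesterol genes that the study plots for this line, 16 could be tested in cortex and 13 differed, 12 higher and 1 lower. In hippocampus, 13 of 17 differed, 12 higher and 1 lower. Adjusted over a list of 19 genes that holds these 17, 15 of the 17 passed in each tissue. In both tissues 12 passed. Every GA-Camk2a library lay on the same side of every control library for 9 of the genes in cortex and for 12 in hippocampus, a separation that a share of 0.00433 and 0.00952 of the splits gives by chance. None of the 17 genes had an adjusted p under 0.05 for the difference between tissues, where the lowest was 0.222 for B2m. The unadjusted interaction p was under 0.05 for B2m and Gstm1, at 0.00455 and 0.0121.

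The largest increases among these genes were those of Serpina3n and C4b. Serpina3n (ENSMUSG00000021091), a serine protease inhibitor, rose in cortex from 21.3 ± 2.83 CPM (SD, n = 5) to 126 ± 88 CPM (SD, n = 6), a log2 fold change of 2.56 ± 0.35 (SE; edgeR, adjusted p = 2.81e-05). In hippocampus it rose from 44.8 ± 3.98 CPM (SD, n = 4) to 169 ± 60.3 CPM (SD, n = 6), a log2 fold change of 2.00 ± 0.20 (SE; edgeR, adjusted p = 2.76e-05). C4b (ENSMUSG00000073418), a complement component with a near-identical relative, rose by 2.14 ± 0.18 (SE) in cortex and by 2.63 ± 0.22 (SE) in hippocampus on the log2 scale (edgeR, adjusted p = 3.07e-08 and 5.88e-06). The histocompatibility genes B2m, H2-D1 and H2-K1 had log2 fold changes of 1.93, 1.98 and 2.04 in cortex and of 1.38, 1.88 and 1.73 in hippocampus, where near-identical sequence makes the counts of H2-D1 and H2-K1 uncertain. Cd63 and Cd9 rose by 1.31 and 1.40 in cortex and by 1.09 and 1.27 in hippocampus. Il33 rose by 0.45 and 0.65 (edgeR, adjusted p = 0.0226 and 0.0234), and these calls were lost in 2 of 11 cortex fits and 3 of 10 hippocampus fits that each left out a library. They were also lost in 6 of 13 other alternatives in cortex and 3 of 14 in hippocampus (adjusted p up to 0.355 and 0.360). Klk6 passed the threshold in hippocampus (0.77, adjusted p = 0.0152) but not in cortex (0.33, adjusted p = 0.140). The Klk6 call in hippocampus was lost without control 11 or control 20 (edgeR, adjusted p up to 0.0616) and in 2 of 14 other alternatives, either batch alone (adjusted p up to 0.217). With batch 1 alone, the hippocampus calls of H2-K1 and Cd63 were also lost (edgeR, adjusted p = 0.0571 and 0.115). Gstm1 passed in cortex (0.57, adjusted p = 0.00139) but not in hippocampus (0.19, adjusted p = 0.136). Sgk1 passed in neither tissue with all libraries (edgeR, adjusted p = 0.252 and 0.562), but it passed in cortex with batch 1 alone (adjusted p = 0.0225).

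Cholesterol genes moved in both directions. Apoe (ENSMUSG00000002985) rose from 3893 ± 507 CPM (SD, n = 5) to 7579 ± 1106 CPM (SD, n = 6) in cortex and from 3913 ± 430 CPM (SD, n = 4) to 7026 ± 913 CPM (SD, n = 6) in hippocampus, with log2 fold changes of 1.02 ± 0.11 and 0.94 ± 0.11 (SE; edgeR, adjusted p = 1.54e-06 and 6.50e-05). Abca1, a cholesterol exporter, rose by 1.02 and 1.29 and Apod by 1.00 and 1.27 on the log2 scale, all with an adjusted p under 0.05. With batch 1 alone the hippocampus calls of Apoe, Abca1 and Apod were lost (edgeR, adjusted p = 0.0522, 0.132 and 0.326), and the cortex call of Abca1 was lost in either batch alone (adjusted p up to 0.0954). Hmgcs1, an early enzyme of cholesterol synthesis, was lower in cortex, with a log2 fold change of -0.47, and in hippocampus, with -0.34 (edgeR, adjusted p = 0.0181 and 0.0441). It lost the threshold in cortex without control 31 (adjusted p = 0.0523) and in 2 of 13 other alternatives, either batch alone (adjusted p up to 0.381). In hippocampus it was lost in 7 of the 10 fits that left out a library and in 6 of 14 other alternatives (adjusted p up to 0.402). Srebf2 did not pass in either tissue (edgeR, adjusted p = 0.149 and 0.874).

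The lipid droplet gene Plin4 (ENSMUSG00000002831) had few counts. In cortex it had 0 to 7 counts per control library and 5 to 16 per GA-Camk2a library, 1.73 ± 1.08 CPM (SD, n = 5) and 6.02 ± 4.36 CPM (SD, n = 6), and fell under the filter. Without a filter its log2 fold change in cortex was 1.54 ± 0.39 (SE; edgeR, adjusted p = 0.00491). In hippocampus it had 2.52 ± 1.68 CPM (SD, n = 4) in controls and 5.80 ± 4.55 CPM (SD, n = 6) in GA-Camk2a mice, a log2 fold change of 1.18 ± 0.49 (SE) that did not pass the threshold over all genes (edgeR, adjusted p = 0.144). Without a filter, Plin4 hippocampus values gave 1.10 and passed (edgeR, adjusted p = 0.0275).

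**Figure D1:**
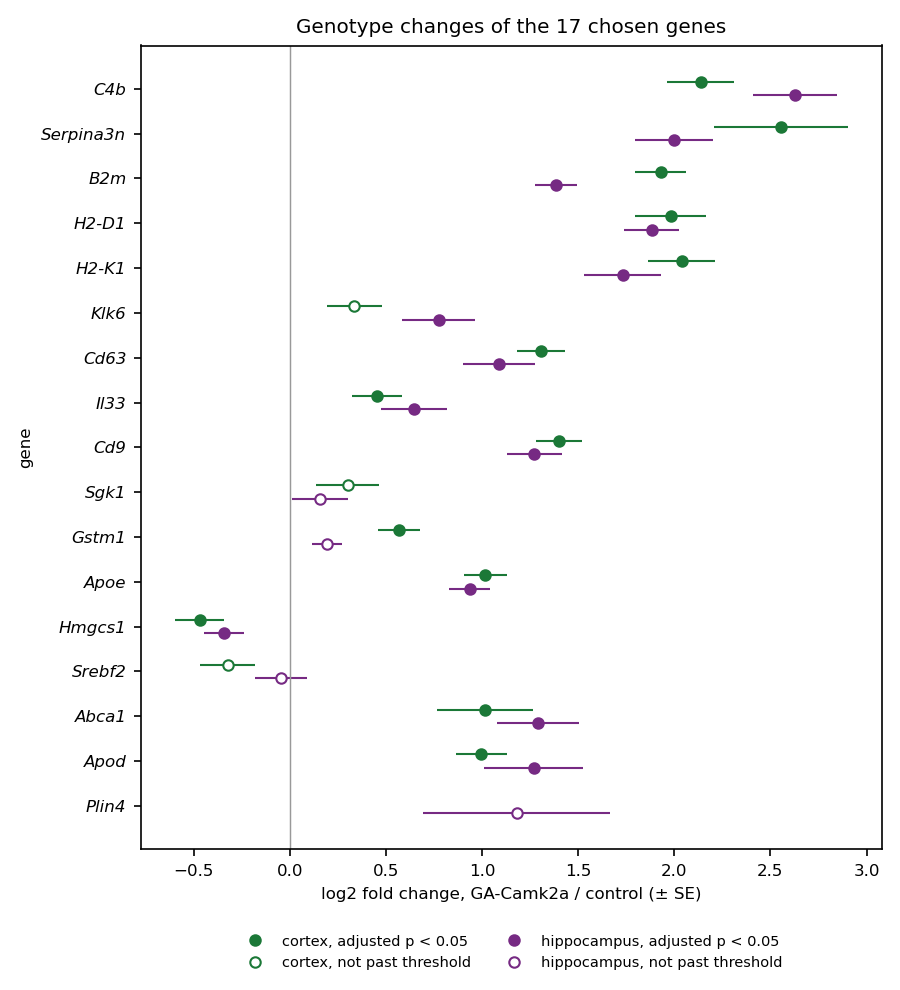
Log2 fold change of GA-Camk2a against control (x axis) for the 17 chosen genes in cortex (green) and hippocampus (purple), with bars for the SE and filled points for an adjusted p under 0.05. Filled points mark 13 genes in each tissue, and Plin4 has no cortex point because its counts fell under the filter.

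The list scores summarise these pathways per library. The DOL score, over 12 genes, rose by 1.28 in cortex, from 6.15 ± 0.06 (SD, n = 5) to 7.43 ± 0.24 (SD, n = 6) log2 CPM, and by 1.19 in hippocampus, from 6.33 ± 0.06 (SD, n = 4) to 7.52 ± 0.16 (SD, n = 6). It was above every control in 6 of 6 GA-Camk2a libraries in each tissue (exact permutation test, adjusted p = 0.0173 and 0.0190). Within batches 1 and 2 the rise was 1.27 and 1.29 in cortex and 1.14 and 1.24 in hippocampus. Mean z-scores moved this result most, to 1.63 and 1.59 SD units. Of the 12 genes, 10 passed the threshold in each tissue, and 11 in each adjusted over the list alone. In hippocampus the adjusted p of the score was 0.0571 without control 31. Fewer controls raise the smallest p that the test allows, and the adjustment is shared with the other scores. That fit therefore cannot tell whether the DOL score depends on control 31.

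The score for cholesterol export, transport and storage rose by 0.42 in cortex and 0.49 in hippocampus, again with 6 of 6 GA-Camk2a libraries above every control (exact permutation test, adjusted p = 0.0173 and 0.0190). Within batches the rises were 0.43 and 0.40 in cortex and 0.55 and 0.43 in hippocampus. Of its 18 genes, 13 were scored in cortex and 14 in hippocampus, and 4 and 6 of these were higher with none lower over all genes tested. Adjusted over the list alone, 6 were higher in cortex, and 9 were higher and 1, Abca3 (-0.44), lower in hippocampus. Abca3 was named after its values were seen. In hippocampus the adjusted p of the export score was 0.0714 without control 31. The cholesterol biosynthesis score, over 14 genes, fell by 0.29 in cortex and by 0.24 in hippocampus, with 5 of 6 GA-Camk2a libraries below every control in each tissue (exact permutation test, adjusted p = 0.0455 in each). Within batches the changes were -0.21 and -0.44 in cortex and -0.22 and -0.27 in hippocampus. This fall was close to the threshold: 10 of 11 cortex fits and 9 of 10 hippocampus fits that left out a library gave an adjusted p above 0.05, up to 0.1 and 0.107. Of the 14 genes, 3 were lower in cortex and 2 in hippocampus, Hmgcs1 in both tissues and Nsdhl in cortex among them, and 5 and 2 passed adjusted over the list alone. The regulation genes changed by 0.10 and 0.12 (exact permutation test, p = 0.329 and 0.0381) and the oxidation genes by 0.14 and 0.06 (p = 0.368 and 0.695).

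The myelin score, over 5 genes, changed by 0.15 in cortex and 0.09 in hippocampus, within the spread of the libraries (exact permutation test, adjusted p = 0.156 and 0.706). Of its genes Cnp alone passed, in cortex. The myelin-DAM score, a microglial signature of demyelination, rose by 0.93 over 8 genes in cortex and by 0.98 over 11 genes in hippocampus, with 6 of 6 GA-Camk2a libraries above every control (exact permutation test, adjusted p = 0.0173 and 0.0190). Within batches it rose by 0.74 and 1.23 in cortex and by 0.87 and 1.09 in hippocampus, and in hippocampus the adjusted p was 0.0571 without control 31. As for the DOL score, that fit cannot tell whether the myelin-DAM score depends on control 31. With each batch processed on its own, the rises were 1.00 and 0.90 in cortex and 0.94 and 1.06 in hippocampus. The order of the batches in cortex therefore depended on the processing. Apoe and Abca1 are shared with the lists above, and the rise was also present in Gpnmb, Ctsh and Lyz2. General microglia markers rose by 1.02 in cortex and 0.96 in hippocampus, and the myelin-DAM score was not tested against them. Its rise alone therefore cannot tell a response to demyelination from a general change of microglia. The amyloid-DAM score changed by 0.02 and 0.05 (exact permutation test, adjusted p = 0.900 and 0.706), with 3 genes higher and 3 lower among the 12 tested in cortex and 3 higher and 2 lower among 13 in hippocampus, and its sign was negative in both tissues with mean z-scores and in cortex with thinned counts. None of the 6 scores changed differently between the tissues when genotype was permuted over the 10 mice with both tissues (exact permutation test, adjusted p = 0.933 for each).

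**Figure D2:**
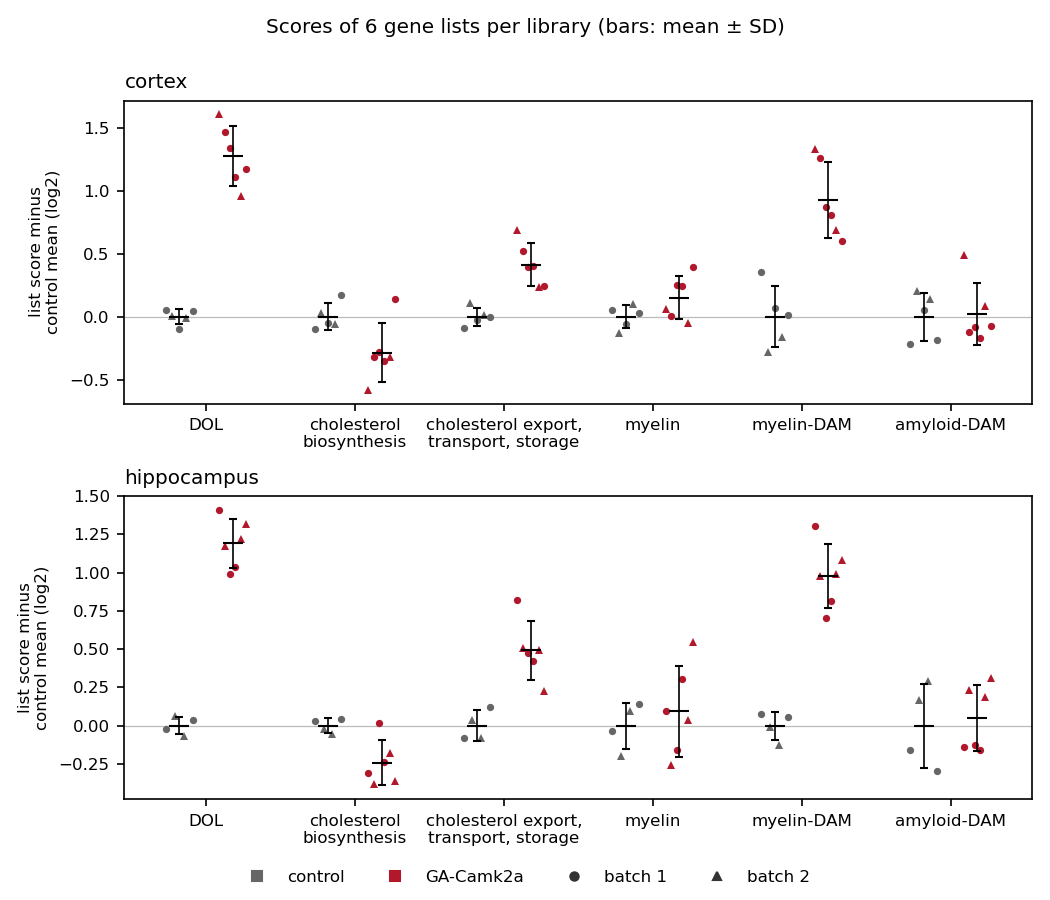
Scores of the 6 gene lists per library, as log2 difference from the control mean of the tissue (y axis), for controls (grey) and GA-Camk2a mice (red) in batch 1 (circles) and batch 2 (triangles), with bars for mean ± SD. In both tissues 6 of 6 GA-Camk2a libraries lie above every control for the DOL, export and myelin-DAM scores.

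Marker lists for cell types and responses also differed between the genotypes, with 34 tests adjusted together. Microglia markers rose by 1.02 in cortex and 0.96 in hippocampus and astrocyte markers by 0.61 and 0.66, with 6 of 6 GA-Camk2a libraries above every control (exact permutation test, adjusted p = 0.0184 in cortex and 0.0202 in hippocampus for both lists). Interferon response genes rose by 1.74 and 1.93, and inhibitory neuron markers by 0.30 and 0.31, at the same adjusted p-values. Of the 6 inhibitory neuron markers, Vip alone passed in cortex, at 1.31, and the lowest value was 0.07. In hippocampus Vip (1.16) and Gad2 (0.40) passed, while Sst changed by -0.28 (edgeR, adjusted p = 0.127). Excitatory neuron markers fell by 0.63 in cortex and by 0.99 in hippocampus. Within batches 1 and 2, microglia markers rose by 1.01 and 1.05 in cortex and by 0.85 and 1.07 in hippocampus, and interferon response genes by 1.38 and 2.45 in cortex and by 2.01 and 1.85 in hippocampus. The astrocyte, inhibitory neuron and excitatory neuron lists also had the same direction in both batches of each tissue. The cortex values of batch 2 cannot separate genotype from the difference in Xist and Y-linked counts described above. Oligodendrocyte markers rose by 0.21 in cortex (exact permutation test, adjusted p = 0.0202) and by 0.18 in hippocampus without passing (adjusted p = 0.451). OPC markers changed by 0.02 and -0.0024 (exact permutation test, adjusted p = 0.931 and 0.981). Striatum markers fell by 1.57 in cortex, with -1.60 and -1.47 within batches, and changed by -0.02 in hippocampus (exact permutation test, adjusted p = 0.0184 and 0.981), a difference between tissues of 1.53 (p = 0.00952, adjusted p = 0.0810). Hippocampus markers had a difference between tissues of -0.61 at the same p and adjusted p. The next lowest adjusted p in that test was 0.324, for excitatory neuron markers.

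**Figure D3:**
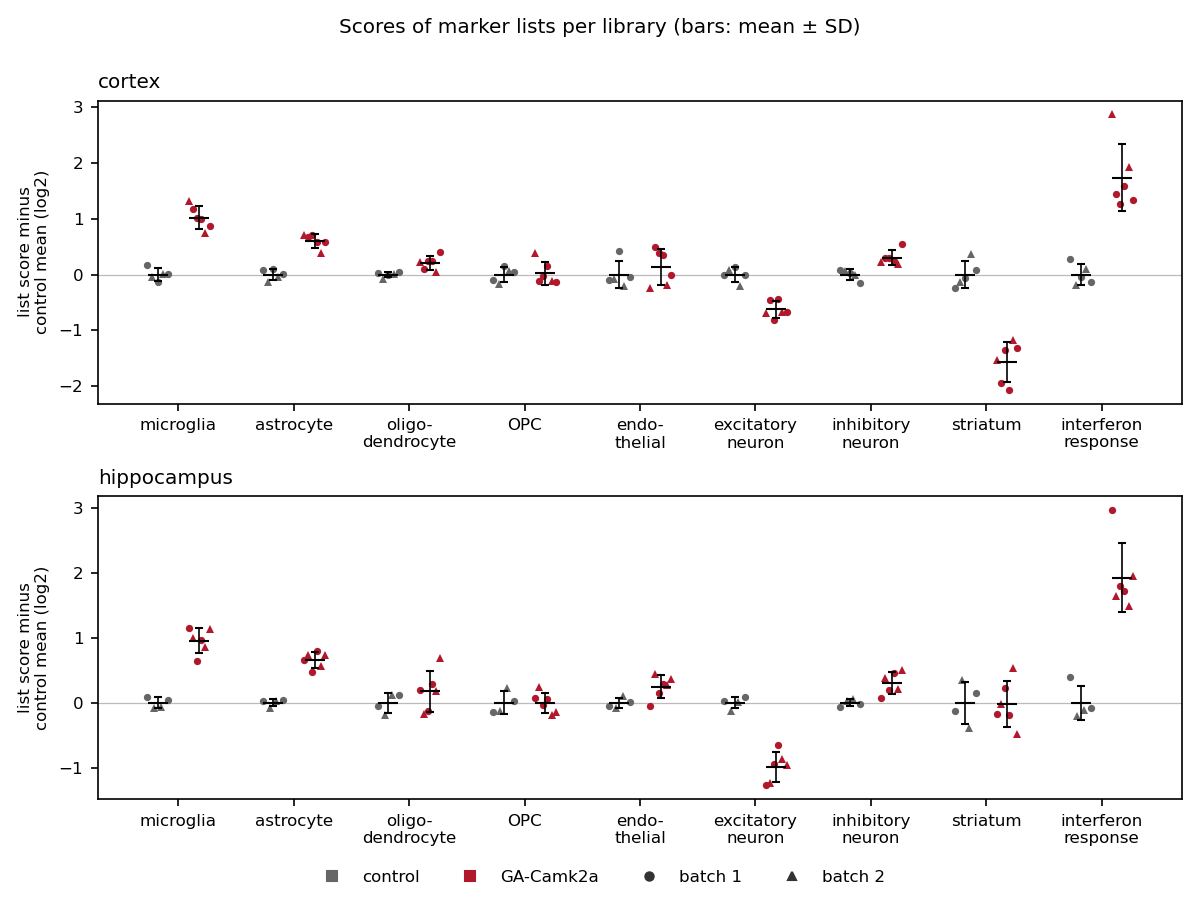
Scores of 9 marker lists per library, as log2 difference from the control mean of the tissue (y axis), for controls (grey) and GA-Camk2a mice (red) in batch 1 (circles) and batch 2 (triangles), with bars for mean ± SD. Microglia, astrocyte and interferon response scores are higher in every GA-Camk2a library than in every control of both tissues, and the striatum score is lower in cortex.

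Of the genes past the threshold in cortex, 748 had an average log2 CPM of at least 3 and no overlap between the genotypes, a separation that a share of 0.00433 of the splits gives by chance for a gene. The 5 with the largest rise were Ccl3, Cst7, Ccl12, Ccl5 and Cd14, with log2 fold changes of 3.94, 3.87, 3.33, 3.16 and 2.79. Cst7 (ENSMUSG00000068129) rose from 4.48 ± 2.74 CPM (SD, n = 5) to 72.9 ± 24.8 CPM (SD, n = 6), with an SE of 0.30 on the log2 scale (edgeR, adjusted p = 8.82e-09). Ccl3 had at most 7 counts in a control library and a mean of 0.916 ± 1.04 CPM (SD, n = 5), against 15.6 ± 3.62 CPM (SD, n = 6). Among the largest falls were those of Adora2a, Gpr6, Rgs9 and Scn4b, with log2 fold changes of -1.95, -1.85, -1.68 and -1.64. Adora2a (ENSMUSG00000020178) fell from 25.7 ± 4.15 CPM (SD, n = 5) to 6.33 ± 3.22 CPM (SD, n = 6), with an SE of 0.24 (edgeR, adjusted p = 7.85e-06). Adora2a and Rgs9 are in the striatum list.

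In hippocampus, 1111 genes past the threshold had no overlap, where a share of 0.00952 of the splits separates a gene by chance. The largest rises were those of Cst7, Ccl12, Clec7a, Ccl5 and Cd52, with log2 fold changes of 3.47, 3.02, 2.84, 2.76 and 2.67. Cst7 rose from 4.38 ± 1.52 CPM (SD, n = 4) to 43.7 ± 14.8 CPM (SD, n = 6), with an SE of 0.34 (edgeR, adjusted p = 1.93e-05). Ccl5 varied widely, at 14.7 ± 18.1 CPM (SD, n = 6) in GA-Camk2a mice, and passed with an adjusted p of 0.0127 (edgeR). This call was lost without control 11 or control 37 and in either batch alone (edgeR, adjusted p up to 0.212). With batch 1 alone the hippocampus calls of Ccl12 and Clec7a were also lost (edgeR, adjusted p = 0.153 and 0.0785). The largest falls were those of Neurod6, Npy2r, Spink8 and 2 genes without a matched symbol, ENSMUSG00000122204 and ENSMUSG00000133375. Their log2 fold changes were -1.97, -1.59, -1.57, -1.89 and -1.51. The calls of Npy2r and ENSMUSG00000122204 were lost with batch 1 alone (edgeR, adjusted p = 0.0771 and 0.0566), and that of ENSMUSG00000133375 in either batch alone (adjusted p up to 0.134). Neurod6 (ENSMUSG00000037984) fell from 162 ± 11 CPM (SD, n = 4) to 38.8 ± 11.6 CPM (SD, n = 6), with an SE of 0.17 (edgeR, adjusted p = 7.16e-06).

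Genotype changes were compared between the tissues across the 12916 genes tested in both. The log2 fold changes correlated across genes with Pearson's r of 0.631 and Spearman's rho of 0.492, where genes are not independent replicates. Because the tissues came from the same mice, genotype was permuted over mice, with both libraries of a mouse moving together. Over 99 assignments that could be fitted with fixed dispersions, the real one gave 0.627, the others had a median of 0.124 and a maximum of 0.540, and the permutation p was 0.0101. Both tissues shared 679 genes past the threshold, and 678 of them had the same sign, 352 higher and 326 lower. The exception, Reln, was singled out after its values were seen. The correlation was 0.072 when no filter on low counts was applied.

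**Figure D4:**
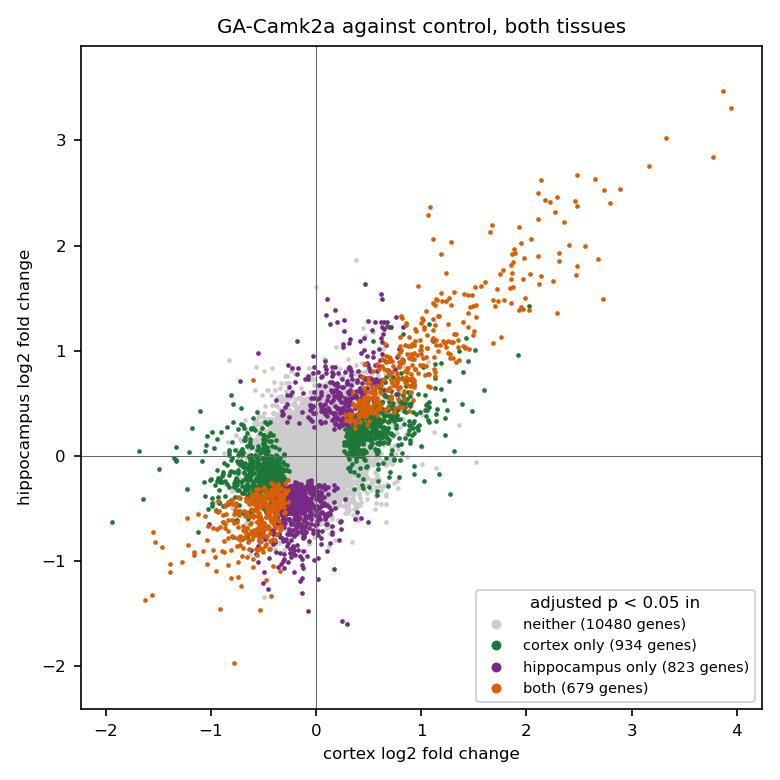
Log2 fold change of GA-Camk2a against control in cortex (x axis) and hippocampus (y axis), with a point for each of the 12916 genes tested in both tissues, coloured by an adjusted p under 0.05 in neither, either or both. Of the 679 genes past the threshold in both tissues, 678 lie on the same side of 0 in each.

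A test of the difference between the tissues themselves gave 59 of 14751 genes, 22 with a higher and 37 with a lower genotype effect in hippocampus than in cortex, and 1479 genes at an unadjusted p under 0.05. The 3 lowest adjusted p-values were those of Spink8, Cacng8 and Cpne6, with differences of -1.83 ± 0.25, -1.19 ± 0.16 and -0.87 ± 0.12 (SE; edgeR, adjusted p = 0.000798, 0.000798 and 0.00106). Spink8 fell by 1.57 in hippocampus (from 86.5 ± 13.9 to 26.9 ± 4.28 CPM, SD, n = 4 and n = 6; edgeR, adjusted p = 6.69e-06) and changed by 0.25 in cortex (9.09 ± 1.27 and 10.2 ± 2.81 CPM, SD, n = 5 and n = 6; edgeR, adjusted p = 0.522). Cacng8 changed by -1.30 in hippocampus and -0.13 in cortex, and Cpne6 by -0.63 and 0.22. The alternative that moved this count most was no filter, with 159 genes.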

Values the study reported

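The study reported that GA-Camk2a mice reached the humane endpoint at approximately 30 weeks, and it described its bulk transcriptomics as coming from 30-week-old animals. For that comparison it gave 5 control and 6 transgenic mice for the hippocampus, and 4 control and 6 transgenic mice for the neocortex. An adjusted p below 0.05 was its mark for a significant change of a gene.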

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

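The splits of the samples, the first test of expression level between tissues and the count of libraries far from their group were chosen before their results were seen. The other 3 tests of expression level, on control libraries, on the average of both genotypes and on the level in the other tissue, were chosen only after the first had been seen.

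The genotype effect differed between the tissues for 59 genes (edgeR interaction test, adjusted p under 0.05), 37 with a lower and 22 with a higher effect in hippocampus. The lowest adjusted p-values were those of Spink8 (-1.83), Cacng8 (-1.19) and Cpne6 (-0.87). When genotype was assigned to the mice in 100 ways, 1 assignment, the real one, gave as many genes, and the largest count in another was 15. Grouping by chance is therefore argued against. A technical candidate is that the gene is hardly expressed in the tissue with the higher effect, where a fall could not show. Of the 37 genes, 45.9% were higher in hippocampus than in cortex in the GA-Camk2a libraries, against 48.7% of all genes tested (Fisher's exact test, p = 0.745). Of the 22 genes, 50.0% were higher in cortex, against 51.3% (Fisher's exact test, p = 1). Choosing genes by the interaction biases this test against the candidate, and in control libraries, where the bias goes the other way, the shares were 81.1% and 90.9%. On the average of both genotypes, which the choice does not bias, the shares were 73.0% and 63.6%. So many of the genes were higher in the tissue with the lower effect, and the shares alone leave the candidate open. How many of the 59 genes fell in that tissue alone was not counted. Neurod6, one of the 37, also fell in cortex (-0.78, adjusted p = 0.00121). The levels argue against it: only 2.70% of the 37 genes had a mean under 5 CPM in cortex controls, with a median of 68.0 CPM, and 4.55% of the 22 had one in hippocampus controls, with a median of 34.7 CPM. A fall could have been measured in nearly all of them. A difference in depth between the groups was checked by thinning, which left 35 genes, 29 of them shared. Near-identical relatives and the counting of overlapping genes were not tested, and a difference in dissection between samples stays open, as does a true difference between tissues in the response to poly-GA.

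The genes with a higher effect in hippocampus included the striatum markers Rgs9, Adora2a and Ppp1r1b, which fell in cortex. That pattern is taken up with the marker lists among the other observations.

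In 7 groups a single library lay far from the others of its group, with 134 groups of libraries and measures examined. Chance gives about 1 in 20, here 6.7, and 7 or more are not beyond it (binomial test, p = 0.507), so their number is consistent with chance and no biological explanation was tested. In cortex controls, library 31 was low for Apod (6.14 log2 CPM) and library 20 for both Plin4 and Cst7 (-0.24 for each). Plin4 had 0 counts in the lowest control library, so these values sit at the floor set by the prior count. Library 20 was one of the smallest of the cortex controls, with 1100982 counts. In GA-Camk2a hippocampus, library 23 was low for Klk6 (3.46), library 30 for Clec7a (3.15), and library 16 was high for Ccl12 (6.32) and Ccl5 (5.71), 2 chemokine genes. Without a library in turn, the log2 fold change in hippocampus ranged from 2.37 to 3.23 for Ccl12 and from 1.82 to 3.05 for Ccl5, whose call was lost without control 11 or without control 37 (edgeR, adjusted p = 0.0650 and 0.0540). Without library 16 the values were the lowest of these, 2.37 and 1.82, and both calls held. In GA-Camk2a cortex, the separate library of mouse 16 was also the highest for both genes, at 6.26 for Ccl12, close to the next library, and at 6.18 for Ccl5 against 4.12 in the next library, though not far enough to meet the same criterion there. This was noticed after the values were seen and was not tested. The number of far libraries therefore does not show that chance accounts for mouse 16, and what sets it apart stays open.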

How the results depend on the processing

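The alternatives were chosen before the data were examined, except DESeq2 without the batch term and the choroid plexus covariate, which were chosen after seeing the data.

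The DOL, export and myelin-DAM scores kept their direction and stayed past the threshold under the 10 alternatives run on the scores with all libraries (prior counts, normalization, filters, permutation within batch, fry, z-scores and thinning), from 1.24 to 1.63 for DOL in cortex and from 1.12 to 1.59 in hippocampus, where the upper ends are in z-score units. Within a batch the direction held, and no test was made there. The other alternatives, such as no batch term and the sex-linked covariate, were run on genes and not on the scores. The cortex myelin score stayed positive and short of the threshold.

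The fall of the cholesterol biosynthesis score was the least firm of the list results. In cortex it was -0.26 with upper quartile normalization (adjusted p = 0.0981), -0.28 with no filter (0.110), -0.29 with permutation within batch (0.0571), -0.73 with mean z-scores (0.0714) and -0.25 with thinned counts (0.136). In hippocampus thinning gave -0.20 (adjusted p = 0.0980). The cause was not tested, except that thinning leaves fewer counts per gene. Across fits that each left out a library the score ranged from -0.37 to -0.22 in cortex, with 10 of 11 fits above the threshold, and from -0.30 to -0.22 in hippocampus, with 9 of 10. The fry set test gave an adjusted p of 0.0454 in cortex and 0.0375 in hippocampus, and the range over the other alternatives with all libraries was 0.0343 to 0.136 over both tissues. Across the fits that left out a library it was 0.0163 to 0.1 in cortex and 0.0272 to 0.107 in hippocampus.

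The amyloid-DAM score had no stable sign. It was -0.090 in cortex and -0.029 in hippocampus with mean z-scores and -0.078 in cortex with thinned counts, and it ranged from -0.065 to 0.083 in cortex and from -0.056 to 0.14 in hippocampus across fits that each left out a library. It was negative in cortex without control 11 (-0.032), control 38 (-0.020) or GA-Camk2a library 16, and in hippocampus without control 11 (-0.0043), control 37 or GA-Camk2a library 41 (-0.0082). The hippocampus myelin score ranged from -0.0052 to 0.16 in these fits, and was negative without GA-Camk2a library 41. In hippocampus the DOL score ranged from 1.14 to 1.23, the export score from 0.41 to 0.53 and the myelin-DAM score from 0.92 to 1.05. These scores passed in each such fit except without control 31, where the adjusted p-values were 0.0571, 0.0714 and 0.0571 with 3 control libraries left. Fewer controls raise the smallest p that the test allows, which limits what this fit can show.

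Counts of genes moved by more than 1.5 times under several alternatives. In cortex, thinning gave 1048 genes, batch 1 alone 876 and batch 2 alone 230, of which 982, 808 and 215 were shared with the 1635 reported. In hippocampus, batch 1 alone gave 115 genes and batch 2 alone 681, with 115 and 624 shared. These alternatives have fewer counts or fewer libraries. Across fits that each left out a library the counts ranged from 1038 to 1526 in cortex and from 1038 to 1831 in hippocampus. The count was 1038 without cortex control 31, 1082 without hippocampus control 20 and 1038 without hippocampus control 31. DESeq2 gave 1218 and 1467 genes. DESeq2 without the batch term, the design nearest to the study's methods, gave 1159 and 1495 genes, of which 1157 and 1424 were shared. The choroid plexus covariate gave 1908 genes in hippocampus, 1624 of them shared. The share of higher genes in cortex, 50.7% as reported, was 57.8% with upper quartile normalization.

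For the difference between tissues, DESeq2 gave 127 genes, no filter 159, no batch term 36 and thinning 35, against 59 reported, with 53, 47, 36 and 29 shared. The cause was not tested for DESeq2 and the filter. The split into higher and lower effects, 37.3% higher in the reported fit, was 49.3% with RLE normalization, 48.0% with DESeq2 and 53.6% with the stricter filter, where most effects were higher. It was also above 50% without cortex control 11 (51.3%), hippocampus GA-Camk2a library 30 (52.4%) or library 41 (51.1%), so the majority of lower effects depended on these choices. Fits that each left out a library gave 22 to 66 genes. The count fell by more than 1.5 times without cortex library 11 (39), 31 (29), 37 (23), 23 (29) or 35 (39) and without hippocampus library 11 (32), 31 (22), 37 (29) or 23 (36). Spink8, Cacng8 and Cpne6 passed in all 21 of these fits. Thinning gave 1395 genes for the tissue difference in controls. With mouse as block the difference between tissues gave 70 genes, 42 shared, and the tissue difference in controls 2002 genes, 1819 shared. Spink8, Cacng8 and Cpne6 passed under the block as well. The block thus changed which genes passed, as the shared counts show, but left the calls of these 3 genes unchanged. Other genes were not examined singly under it.

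The correlation between tissues was 0.072 with no filter, where genes with few counts enter, from 0.595 to 0.637 under the other alternatives and from 0.574 to 0.637 across the 11 fits that each left out a mouse. Median log2 fold changes over all genes in the per-tissue fits stayed between -0.0031 and 0.03 under RLE and upper quartile normalization. Marker lists were recomputed with permutation within batch and in each batch alone, and not under the other alternatives. The lists past the threshold in a tissue had the same direction in both batches, and permutation within batch gave unadjusted p-values up to 0.0190 for them in cortex and 0.02, the smallest that design allows, in hippocampus. Among the lists short of the threshold, the sign differed between the batches for OPC, endothelial, choroid plexus, neuroblast and thalamus markers in cortex and for OPC, striatum, thalamus and cortex markers in hippocampus.

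For single genes, over the alternatives run on each and not leaving out a library, 688 values kept direction and side of the threshold, 34 were weaker, 2 stronger and 3 reversed. The losses gathered in Il33 in cortex and Hmgcs1 in hippocampus, with 6 each. The 2 stronger values were Sgk1 in cortex with batch 1 alone (adjusted p = 0.0225) and Plin4 in hippocampus with no filter (adjusted p = 0.0275). The reversals were Sgk1 in cortex (-0.34) and hippocampus (-0.10) in batch 2 alone and Srebf2 in hippocampus in batch 1 alone (0.081). Neither Sgk1 nor Srebf2 had passed the threshold with all libraries. Srebf2 in hippocampus also ranged from -0.10 to 0.021 when libraries were left out, and was positive without control 31 or GA-Camk2a library 23. In fits that each left out a library, 586 single-gene values were the same, 17 weaker and 2 reversed. Depth limits the genes with few counts: Plin4 was tested in cortex only without a filter.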

Other observations

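The tests on cell type markers and on choroid plexus were chosen only after the group differences of those lists had been seen, and the splits of the samples before. Apart from the splits, each explanation is a hypothesis found and tested on the same data.

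Other splits of the libraries gave fewer genes than genotype did. In cortex, 1 of 100 splits, the real one, gave as many genes, and the largest other count was 7. In hippocampus, 1 of 100 did, and the largest other count was 636, from a split that set 4 GA-Camk2a libraries against the rest and so nearly mirrors the real one, with the next at 100. For tissue in controls, 1 of 99 splits that could be fitted gave as many genes, and the largest other count was 1840, from a split that nearly mirrors the real one. Among the 13 splits that part all pairs of libraries from the same mouse, 1 gave as many genes and the others at most 3.

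The rise of the DOL score in bulk tissue may reflect a lower neuronal share of the RNA, which would raise the markers of all other cell types alike. The microglia markers rose beyond the OPC markers by 1.00 in cortex and by 0.96 in hippocampus (exact permutation test, p = 0.00433 and 0.00952), with 6 of 6 GA-Camk2a libraries above every control, which argues against a lower neuronal share as the whole explanation. More microglia at an unchanged expression per cell would raise all microglia markers by a common factor. The 10 markers moved apart by more than their errors, with a heterogeneity statistic of 226 in cortex and 145 in hippocampus over 9 degrees of freedom, a measure that treats genes as independent. The values ran from -0.14 for Tmem119 to 1.99 for C1qa in cortex and from -0.16 for P2ry12 to 1.74 for Ctss in hippocampus, so altered expression per cell, alone or with a change in cell number, stays open. The DOL score rose beyond the microglia score by 0.25 in cortex, in 6 of 6 libraries, and by 0.23 in hippocampus, in 5 of 6 (exact permutation test, p = 0.00433 and 0.0190). It rose beyond the astrocyte score by 0.67 and 0.53 and beyond the oligodendrocyte score by 1.07 and 1.01. Several DOL genes, among them Apoe, B2m and Cd63, are also expressed in microglia and astrocytes. Which cell type carries the DOL score cannot be read from bulk libraries, and no cell type was separated here.

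In cortex the striatum markers fell by 1.57, in 6 of 6 GA-Camk2a libraries. A lower share of neurons of all kinds is argued against, because the striatum score fell beyond the inhibitory neuron score, with a difference of -1.87 (exact permutation test, p = 0.00433). Less striatal tissue in the dissected GA-Camk2a cortex might lower all of these markers by a common factor. The 5 markers fell by different factors, from -1.10 for Ppp1r1b to -1.95 for Adora2a. A chi-square heterogeneity test on the edgeR estimates, an approximation that treats genes as independent, gave 0.000541, but cortical cells also express some of them, Ppp1r1b among them, which blurs this test. Dissection and a change within cells therefore cannot be told apart, and cortex libraries from a dissection without striatum were not analysed here. The fall of Adora2a and Rgs9, among the largest in cortex, shares this limit. Gpr6 and Scn4b, also among the largest falls, are not in the list, and whether dissection explains them was not tested. Their fall may share the limit too.

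Choroid plexus markers varied widely between hippocampus libraries. Ttr ranged from 1786 to 32490 CPM in hippocampus controls, an 18.2-fold range, and from 1813 to 55186 CPM in GA-Camk2a hippocampus, a 30.4-fold range, against 1573 to 8114 CPM in cortex. If choroid plexus tissue was carried along in dissection, Ttr and the other 5 markers should vary together. Over the 10 hippocampus libraries they did, with Pearson's r of 0.997 (permutation test, p = 2e-05) and Spearman's rho of 0.952 (p = 7e-05), and r was 0.996 without the 2 libraries farthest from the median. Within the 7 libraries above the widest gap in Ttr, r was 0.989. This is consistent with carried-over choroid plexus. The choroid plexus score did not differ between the genotypes (0.16 in hippocampus and 0.23 in cortex, exact permutation test, adjusted p = 0.931 for each).

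Results of the marker lists not described above were as follows, each by exact permutation test and with adjusted p-values for cortex and hippocampus. Blood markers changed by 0.63 and 0.80 (0.0810 and 0.221), endothelial markers by 0.13 and 0.24 (0.736 and 0.0810), neuroblast markers by 0.03 and 0.29 (0.931 and 0.0925) and thalamus markers by 0.079 and 0.076 (0.923 and 0.931). CA2 neuron markers changed by -0.46 and -0.69 (0.0184 and 0.0202), hippocampus markers by 0.09 and -0.54 (0.540 and 0.0202), cortex markers by -0.31 and 0.05 (0.0184 and 0.931) and activity genes by -0.81 and -0.55 (0.0260 and 0.0720). Of the 3 CA2 markers tested, Pcp4 (-0.91) alone passed in cortex, where Rgs14 changed by -0.35 and Amigo2 by -0.08. In hippocampus Rgs14 (-0.92) and Amigo2 (-0.95) passed, and Pcp4 (-0.23) did not (edgeR, adjusted p = 0.232). The excitatory neuron list, at -0.63 and -0.99 (0.0184 and 0.0202), shares Tbr1 among others with the cortex list.

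The GFP row had 4 counts over the 5 cortex controls and 11 over the 6 GA-Camk2a cortex libraries, and 0 and 2 counts in hippocampus. Neither tissue differed between the genotypes (exact permutation test, p = 0.130 and 0.667), so the row gives no check of the genotype labels. Why the row held so few counts was not tested.

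Sex is not among the labels. Counts of Xist were above the summed counts of 4 Y-linked genes in the libraries of mice 16, 31 and 35 and below them in the libraries of the other mice. In cortex, mouse 16 had 37 counts of Xist and 20 Y-linked counts, mouse 31 had 209 and 26, and mouse 35 had 39 and 21. In hippocampus these were 275 and 37, 167 and 20, and 164 and 28. Both libraries of each mouse were on the same side. Neither signal was absent from any library. Y-linked genes had 9.53 to 17.98 CPM where Xist was higher and 57.22 to 125.4 CPM elsewhere. Xist had 6.17 to 17.63 CPM where it was lower. Whether counts had passed between the pooled libraries was not tested. Low counts, such as those of Ccl3 in controls or of GFP, could then come in part from other libraries, and fold changes could be understated. No groups were formed from these values. In cortex batch 2, the GA-Camk2a libraries were those of mice 16 and 35, and the controls came from other mice. Cortex values of that batch alone therefore cannot separate genotype from the Xist and Y-linked difference. In cortex batch 1, the library of control 31 alone had more Xist than Y-linked counts.

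The labels gave 5 control libraries for cortex and 4 for hippocampus. That is the opposite assignment to the one quoted from the study above. In control mice the hippocampal markers and the cortical markers Cux2 and Tbr1 followed the labels used here, and Rorb and Fezf2 did not.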
